A study of Homo sapiens with 6 samples. Its data were reported in "MMP28 recruits M2-type tumor-associated macrophages through MAPK/JNK signaling pathway-dependent cytokine secretion to promote the malignant progression of pancreatic cancer" (2025).

How the data were processed

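RNA of AsPC-1 cells, an established human pancreatic cancer cell line, was sequenced in 6 libraries. Of these, 3 came from cells infected with an empty lentivirus (Vector) and 3 from cells infected with a lentivirus carrying the coding sequence of MMP28, a secreted matrix metalloproteinase (OE-MMP28). The groups and replicate numbers were taken from the sample labels.

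The authors deposited 1 table with the read count of each gene in each library, as whole numbers that were neither normalized nor pooled. The aligner, the counting program, its handling of reads that match several places and whether the counting used the strand were not stated. The gene identifiers and coordinates of all 58735 genes were the same as those of GENCODE release 29 on genome build GRCh38, and 58708 symbols were the same, so coordinates are given on that build. The authors also deposited FPKM values (fragments per kilobase of gene length, scaled to the library total). Recomputing them showed a single factor per library, whose implied total differed from the summed counts by between -2.01% and 2.02%. The authors' deposited table further held log2 fold changes, p-values and adjusted p-values of their own comparison for 27729 genes. The program behind those columns was not stated for the table, although the study's methods name limma, and 10755 of the adjusted p-values were 1. The table had no line without a gene, and the number of per-sample columns left unmapped was 0.

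Total counts per library ranged from 13633249 to 16691458, so the limit that a count of 0 allows, taken as 3 counts, lay between 0.180 and 0.220 CPM, a count scaled to the library total. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules.

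Choices of design, tests, gene lists and 31 of the 36 alternative settings were made before the data were examined. The design provided for FPKM alone or for FPKM with counts, and since counts were present the main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3). Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15319 genes. Libraries were scaled by TMM, the model held the group alone, and p-values were adjusted over all genes tested with the Benjamini-Hochberg procedure. Genes were counted at the thresholds the study states, p under 0.05 and absolute log2 fold change over 1. That p was read here as unadjusted, which the study does not specify for these data. Genes were also counted at an adjusted p under 0.05 with and without that fold change. MMP28 was also compared by a two-sided exact permutation test of its FPKM values. Correlations between libraries were taken across genes on log2(FPKM + 1), over genes with a mean of at least 0.5 FPKM. Principal components were taken on log2 CPM with a prior count of 2.

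The named genes were fixed by a rule: MMP28, ANXA2, the cytokines, the adhesion and apoptosis markers and the MAP kinases that the study measured with other assays, and the 5 genes with the largest rise and the 5 with the largest fall. The last 10 needed a symbol, an adjusted p under 0.05, a mean of at least 1 FPKM and groups that did not overlap. From the other lists, genes with an adjusted p under 0.05 could be named. Genes named outside this rule are identified as such, and not every gene under the rule is given singly.

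The 10 gene lists covered cytokines of the study, adhesion and apoptosis markers, MAP kinases, other macrophage factors, immediate-early genes, proliferation, interferon response, hypoxia without VEGFA, amino acid and endoplasmic reticulum stress, and matrix metalloproteinases with their inhibitors without MMP28. Each was tested as a set with fry (limma 3.58.1, two-sided) and with camera as the alternative. The raw p-values of the lists were seen before it was settled that they would be adjusted over the 10 lists, and both are given. All 157 list entries were matched, 1 of them by an older symbol.

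The edgeR, DESeq2, limma voom and limma fits and the fry set test were run on simulated data, with counts drawn for the real genes. There 200 genes were changed by 1.5 on the log2 scale either way, and the metalloproteinase list was raised by less. The tests of other explanations and of position in the genome were not run on simulated data. The edgeR test recovered 90.3% of 196 changed genes that passed the filter among 15044 genes tested, and 7.11% of its calls were false, above the nominal 5% of the threshold. limma on log2(FPKM + 1) recovered 90.3% of 185 changed genes among 13689 tested. Recovery was not counted for changes under 1.5 on the log2 scale. These shares therefore do not hold for changes as small as those of MMP28, VEGFA and ANXA2.

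The alternatives were leaving out each library in turn, the replicate number as a block, other filters on low values, upper-quartile, DESeq2 and quantile scaling, DESeq2 1.42.0, limma voom, limma on log2(FPKM + pseudocount) with pseudocounts of 1, 0.1 and 0.01, for the pseudocount of 1 also without trend, values rescaled to TPM, protein-coding genes only and a fold change over 1.5. After the data were seen, 5 settings were added: limma without trend or filter, an offset for GC content and gene length, that offset with the block, the counts without mitochondrial genes, and an offset for the local median. The local median of a gene was the median deviation, in each library, of the genes within a window of 10 Mb that held at least 10 other genes tested. Functional enrichment against ontology terms was not analysed here, and neither were the reads.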

Results

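RNA sequencing of AsPC-1 cells was performed to compare gene expression between cells that carried an empty lentivirus (Vector, n = 3) and cells that carried an MMP28 lentivirus (OE-MMP28, n = 3). AsPC-1 is an established line of human pancreatic cancer cells, and MMP28 encodes a secreted matrix metalloproteinase. Read counts were available for 58735 genes, of which 28167 had a count of 0 in all 6 libraries. Total counts were 14985715, 13633249 and 14582297 for Vector replicates 1, 2 and 3, and 16139105, 15568066 and 16691458 for OE-MMP28 replicates 1, 2 and 3. The totals of the groups did not overlap, so all comparisons were made on scaled counts. Genes with a count above 0 numbered 23418 ± 108 (SD, n = 3) in the Vector group and 23550 ± 386 (SD, n = 3) in the OE-MMP28 group. Mitochondrial genes took 13.7% ± 1.62 (SD, n = 3) of the counts in the Vector group and 10.8% ± 1.71 (SD, n = 3) in the OE-MMP28 group. The labels gave no sequencing batch or date. They also did not state whether the 3 libraries of a group came from separate infections. The p-values below therefore measure the spread between libraries, which may not include that between infections. Coordinates below are on genome build GRCh38 with GENCODE release 29.

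Libraries of the same group lay closer to each other than libraries of different groups. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.972 ± 0.00633 (SD) over the 6 pairs within groups and 0.949 ± 0.00789 (SD) over the 9 pairs between groups. The lowest value within groups, 0.962, lay above the highest value between groups, 0.960. The pseudocount moved these correlations most, and with 0.01 in place of 1 they were 0.878 within and 0.849 between groups. No pair of libraries was a duplicate, since the chi-square per degree of freedom of the counts ranged from 15.6 to 31.5 within groups and from 42.6 to 75.7 between groups. The first principal component held 57.6% of the variance and separated the groups, and the second held 15.3% and spread the replicates within both groups.

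**Figure D1:**
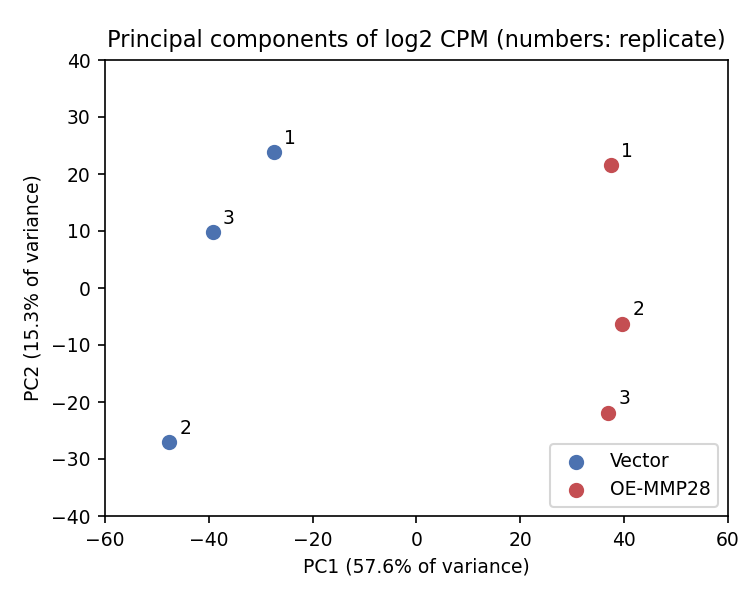
Each point is 1 library, placed by its first and second principal component of log2 CPM (scaled counts); colour gives the group and the number the replicate. The first component (57.6% of the variance) parts the 3 Vector libraries from the 3 OE-MMP28 libraries.

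MMP28 (ENSG00000271447, chromosome 17, 35756249 to 35795707, minus strand) was examined first in every library. Its FPKM was 5.17, 9.11 and 8.43 in Vector replicates 1, 2 and 3, and 13.1, 13.9 and 15.1 in OE-MMP28 replicates 1, 2 and 3, from between 226 and 725 counts per library. The group values were 7.57 ± 2.11 FPKM (SD, n = 3) and 14 ± 1.01 FPKM (SD, n = 3), a ratio of means of 1.85. All 3 OE-MMP28 libraries lay above all 3 Vector libraries, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries can reach. The log2 fold change was 0.90 (SE 0.19), with an adjusted p of 0.00226 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the leave-one-out fits the log2 fold change moved most, to 0.69 and 1.05 at the ends. Under limma on log2(FPKM + 1) with no filter on low values it was 0.84 with an adjusted p of 0.0903, and over all 28 alternative fits the adjusted p ranged from 4.08e-05 to 0.0903. Compared with MMP28 itself, 694 of the 15319 genes tested had a larger rise, of which 571 had an adjusted p under 0.05.

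The next comparison asked which genes differed between the groups. At the thresholds stated by the study (p under 0.05, read here as unadjusted, and absolute log2 fold change over 1), edgeR counted 528 genes higher and 774 genes lower in the OE-MMP28 group. limma on log2(FPKM + 1) scaled to the upper quartile lowered the first count most, to 147 higher genes and 217 lower genes. At an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), 1795 genes were higher and 1784 were lower, and without OE-MMP28 replicate 2 these counts were 985 and 1044. Without Vector replicate 3 the count of higher genes was 1136. With an absolute log2 fold change over 1 in addition, 469 genes were higher and 662 lower, and 875 of these 1131 genes were protein-coding. The groups did not overlap for 5830 of the genes tested, or 38.1%, where chance gives 10%. The authors' deposited table held 564 higher and 860 lower genes at an unadjusted p under 0.05 and an absolute log2 fold change over 1. Of the 1131 genes called here, 957 were also past an adjusted p of 0.05 with that fold change in the authors' deposited table.

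**Figure D2:**
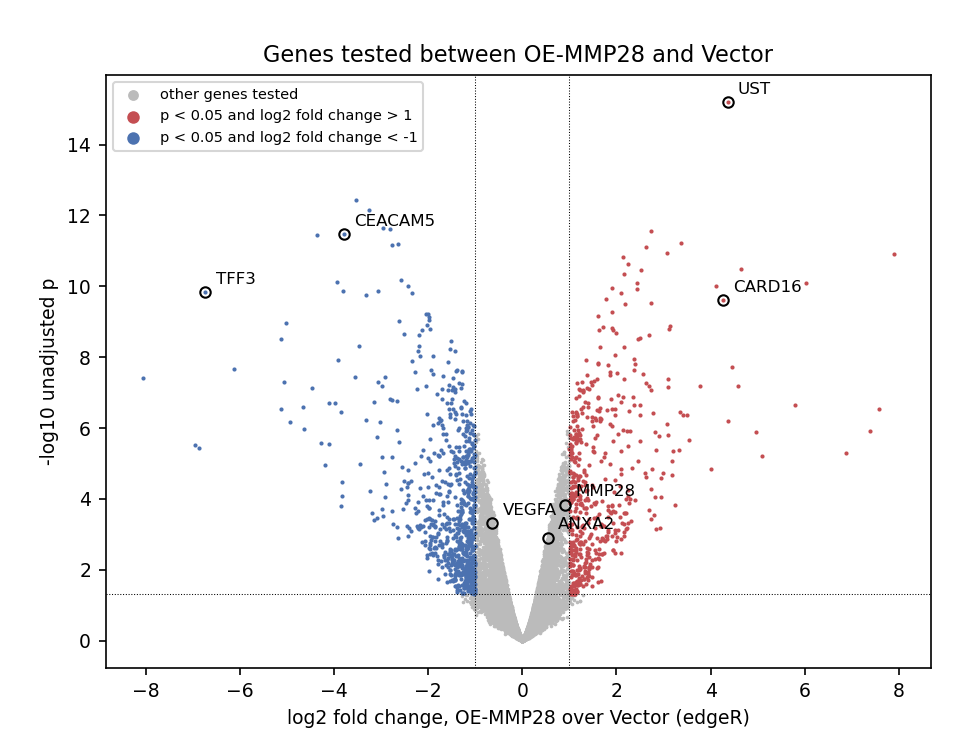
Each point is 1 of the 15319 genes tested, by its log2 fold change (OE-MMP28 over Vector, horizontal) and the negative log10 of its unadjusted p (vertical), both from edgeR. Red and blue mark the 528 higher and 774 lower genes at the thresholds stated by the study, dotted lines mark those thresholds, and circles mark named genes, with MMP28 at a log2 fold change of 0.90 and TFF3, whose OE-MMP28 counts are at most 3, at its fitted value.

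Cytokines of the study, which other assays had covered there, were examined as transcripts. CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716, plus strand), which encodes IL-8, had 1.08 ± 0.449 FPKM (SD, n = 3) in the Vector group and 0.985 ± 0.242 FPKM (SD, n = 3) in the OE-MMP28 group. Its log2 fold change was -0.12 (SE 0.35), with an adjusted p of 0.850 (edgeR, Benjamini-Hochberg), which is within the spread between replicates. Each library held between 27 and 49 counts of CXCL8. The direction depended on single libraries, since the log2 fold change was 0.27 without Vector replicate 2, with an adjusted p of 0.684, and 0.076 without OE-MMP28 replicate 3, with an adjusted p of 0.922. The adjusted p ranged from 0.591 to 0.980 over the alternative fits. VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487, plus strand) was lower in the OE-MMP28 group, with 7.46 ± 0.915 FPKM (SD, n = 3) in the Vector group against 4.77 ± 0.398 FPKM (SD, n = 3). Its log2 fold change was -0.64 (SE 0.15), with an adjusted p of 0.00532 (edgeR, Benjamini-Hochberg), and the groups did not overlap. In limma on log2(TPM + 1) it was -0.54 with an adjusted p of 0.0597, and over the alternative fits the adjusted p ranged from 0.000433 to 0.0716. An antisense gene, AL136131.3, covers 1.30% of the exon length of VEGFA. IL2 (ENSG00000109471, chromosome 4, 122451470 to 122456725) and CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) had a count of 0 in all 6 libraries, which allows up to 3 counts, or 0.220 CPM in the smallest library. IL5 (ENSG00000113525, chromosome 5, 132541444 to 132556838) had counts of 0 in the Vector libraries and of 0, 5 and 1 in OE-MMP28 replicates 1, 2 and 3. It was not tested, and a difference of a few counts in these 3 genes was not detectable at this depth. As a set, the 2 cytokines tested had a fry p of 0.115 and an adjusted p of 0.143. In this list 1 gene was past the threshold adjusted over the list alone, and 1 over all genes tested.

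**Figure D3:**
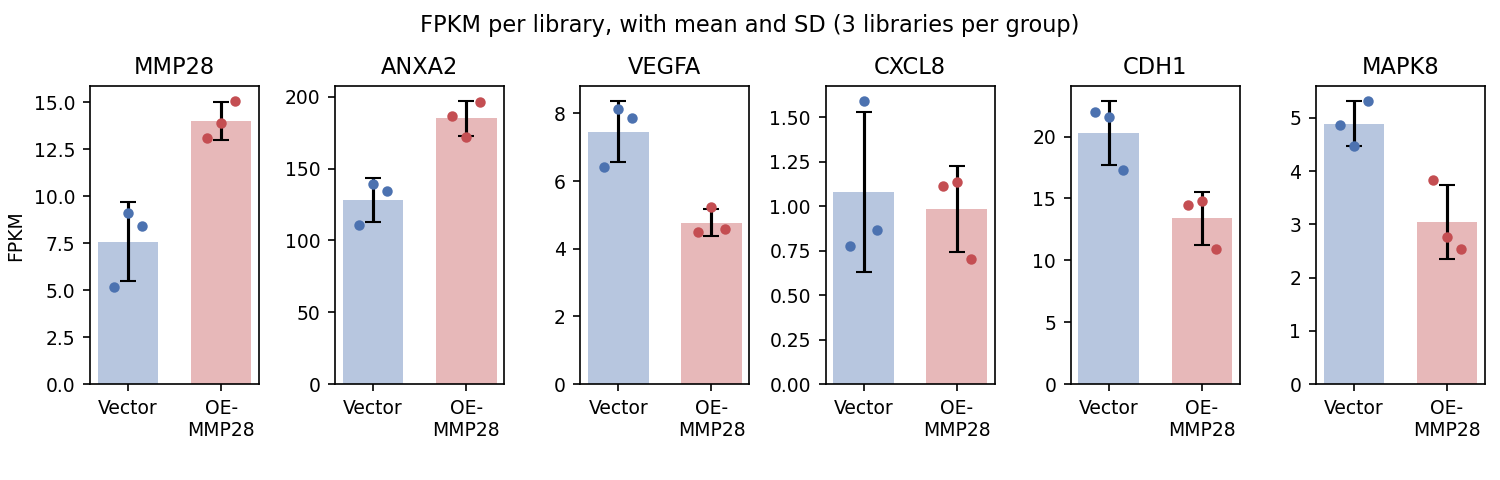
FPKM of 6 named genes, with bars for the group mean, whiskers for the SD and points for the 3 libraries of each group in replicate order. MMP28 and ANXA2 lie higher and VEGFA, CDH1 and MAPK8 lower in the OE-MMP28 libraries, and the CXCL8 values of the groups overlap. For CDH1 and MAPK8 the median change of neighbouring genes was -0.35 and -0.51 on the log2 scale.

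ANXA2, the interaction partner of MMP28 in the study, was examined next (ENSG00000182718, chromosome 15, 60347134 to 60402883, minus strand). It had 128 ± 15.2 FPKM (SD, n = 3) in the Vector group and 185 ± 12.4 FPKM (SD, n = 3) in the OE-MMP28 group, without overlap. The log2 fold change was 0.54 (SE 0.14), with an adjusted p of 0.0102 (edgeR, Benjamini-Hochberg). Under limma on log2(FPKM + 1) with no filter on low values it was 0.53 with an adjusted p of 0.0880, and the alternative fits ranged from 0.00329 to 0.0880. The value is uncertain as far as reads are shared, because the processed pseudogene ANXA2P2 (chromosome 9, 33624274 to 33625293) had a log2 fold change of 0.64 with an adjusted p of 0.00530. ANXA2P2 was examined after its values were seen.

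The adhesion and apoptosis markers of the study were compared in the same way. CDH1 (ENSG00000039068, chromosome 16, 68737225 to 68835548, plus strand) had 20.3 ± 2.61 FPKM (SD, n = 3) in the Vector group and 13.4 ± 2.15 FPKM (SD, n = 3) in the OE-MMP28 group. Its log2 fold change was -0.59 (SE 0.16), with an adjusted p of 0.0113 (edgeR, Benjamini-Hochberg). The median of its neighbours, within a window of 10 Mb, was -0.35, and with an offset for such local medians the log2 fold change was -0.24 with an adjusted p of 0.303. Without OE-MMP28 replicate 3 the adjusted p of CDH1 was 0.0609. It was not under 0.05 in 9 of the 28 alternative fits, which ranged from 0.00145 to 0.303. An antisense gene, AC099314.1, covers 5.62% of the exon length of CDH1. VIM (ENSG00000026025, chromosome 10, 17228259 to 17237593, plus strand) had 256 ± 32.2 FPKM (SD, n = 3) and 227 ± 25.1 FPKM (SD, n = 3), a log2 fold change of -0.16 with an adjusted p of 0.460. With the local-median offset its direction was the opposite, 0.31 with an adjusted p of 0.179, the lowest of a range up to 0.868. Antisense genes cover 12.4% (VIM-AS1) and 12% (AL133415.1) of the exon length of VIM, which leaves its value uncertain. BAX (ENSG00000087088, chromosome 19, 48954815 to 48961798, plus strand) had 15.5 ± 2.56 FPKM (SD, n = 3) and 20.7 ± 5.14 FPKM (SD, n = 3). Its log2 fold change of 0.44 (SE 0.19) had an adjusted p of 0.104, and 0.0493 adjusted over the list alone. Without OE-MMP28 replicate 1 the adjusted p over all genes was 0.0159, and without Vector replicate 1 it was 0.0439, in a range from 0.0159 to 0.438. CDH2 (ENSG00000170558, chromosome 18, 27950966 to 28177446) had a count of 0 in all 6 libraries. BCL2 (ENSG00000171791, chromosome 18, 63123346 to 63320128) had between 2 and 12 counts per library and was not tested. In this list 2 genes were past the threshold adjusted over the list alone, and 1 over all genes tested. As a set, the 3 genes tested had a fry p of 0.0608 and an adjusted p of 0.143.

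Of the MAP kinase genes, MAPK8 (ENSG00000107643, chromosome 10, 48306639 to 48439360, plus strand), which encodes JNK1, was lower in the OE-MMP28 group. It had 4.89 ± 0.425 FPKM (SD, n = 3) in the Vector group and 3.04 ± 0.689 FPKM (SD, n = 3) in the OE-MMP28 group. The log2 fold change was -0.68 (SE 0.17), with an adjusted p of 0.00778 (edgeR, Benjamini-Hochberg). The median of its neighbours was -0.51, and with the local-median offset the log2 fold change was -0.17 with an adjusted p of 0.477. Without OE-MMP28 replicate 2 the adjusted p of MAPK8 was 0.0603. It was not under 0.05 in 7 of the 28 alternative fits, which ranged from 0.00134 to 0.477. The log2 fold changes of MAPK9 (ENSG00000050748, chromosome 5, 180233143 to 180292099) and MAPK14 (ENSG00000112062, chromosome 6, 36027677 to 36111236) were 0.10 and 0.12. MAPK3 (ENSG00000102882, chromosome 16, 30114105 to 30123506) had 0.31, of which 0.019 was left with the local-median offset. The adjusted p of these 3 genes ranged from 0.183 for MAPK3 to 0.665 for MAPK9, and their values lay within the spread between replicates. MAPK10 (ENSG00000109339, chromosome 4, 85990007 to 86594625) had at most 4 counts in any library and was not tested. In this list 1 gene was past the threshold adjusted over the list alone, and 1 over all genes tested. As a set, the 5 genes tested had a fry p of 0.627, which was also the adjusted p, towards higher expression. The direction was towards lower expression without OE-MMP28 replicate 1, with an adjusted p of 0.287, and the alternatives ranged from 0.246 to 0.993. Transcript levels carry no information on the phosphorylation of these kinases.

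The largest rises among genes that met the rule for named genes were those of UST, CARD16, MS4A8, SFTA1P and JAZF1. UST (ENSG00000111962, chromosome 6, 148747328 to 149076990, plus strand) rose from 0.568 ± 0.0296 FPKM (SD, n = 3) to 11.6 ± 0.360 FPKM (SD, n = 3). Its log2 fold change was 4.36 (SE 0.19), with an adjusted p of 9.56e-12. CARD16 (ENSG00000204397, chromosome 11, 105041326 to 105101431, minus strand) rose from 0.192 ± 0.0712 FPKM (SD, n = 3) to 3.72 ± 0.456 FPKM (SD, n = 3), with a log2 fold change of 4.26. CARD16 resembles its neighbour CASP1, which had at most 3 counts in each Vector library and was at least 14.2-fold higher in the OE-MMP28 group. The value of CARD16 is uncertain as far as reads are shared with CASP1, and CARD17 on the same strand covers 1.42% of its exon length. MS4A8 (ENSG00000166959, chromosome 11, 60699574 to 60715811, plus strand) rose by 3.35, the long noncoding RNA SFTA1P (ENSG00000225383, chromosome 10, 10784437 to 10794980, minus strand) by 3.17 and JAZF1 (ENSG00000153814, chromosome 7, 27830573 to 28180743, minus strand) by 3.14 on the log2 scale. The value of MS4A8 ranged from 2.80 to 4.30 over the leave-one-out fits, the latter without Vector replicate 2, and its Vector counts were 1, 18 and 9. The Vector counts of SFTA1P were 3, 1 and 6, so that without Vector replicate 3 both others were at or under 3 counts and no fold is given for that fit. Genes on the other strand cover 9.87% (TAX1BP1) and 1.83% (JAZF1-AS1) of the exon length of JAZF1. SFTA1P had an adjusted p of 0.0871 in limma on log2(FPKM + 1) without a filter, in a range of the alternative fits from 9.42e-08 to 0.0871.

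The largest falls were those of TFF3, SLC44A4, RHOT1P1, SQOR and CEACAM5. TFF3 (ENSG00000160180, chromosome 21, 42311667 to 42315651, minus strand) had 8.36 ± 4.71 FPKM (SD, n = 3) in the Vector group, and counts of 2, 0 and 2 in the OE-MMP28 libraries, and was at least 52.2-fold lower. SLC44A4 (ENSG00000204385, chromosome 6, 31863192 to 31879046, minus strand) fell by 5.14 on the log2 scale, from counts of 78, 294 and 168 to counts of 11, 2 and 4. In the leave-one-out fits its log2 fold change ranged from -6.05 without OE-MMP28 replicate 1 to -4.52 without Vector replicate 2. Its adjusted p was 0.0635 in limma on log2(FPKM + 1) without a filter, the highest of the alternative fits, where the lowest was 7.84e-47. RHOT1P1 (ENSG00000266145, chromosome 18, 14222008 to 14222331, plus strand) is a processed pseudogene and was at least 12.3-fold lower. Its value is uncertain as far as reads are shared with RHOT1, which had a log2 fold change of 0.045. SQOR (ENSG00000137767, chromosome 15, 45631148 to 45691294, plus strand) fell by 3.81, and AC090527.2 on the same strand covers 28.5% of its exon length. CEACAM5 (ENSG00000105388, chromosome 19, 41708585 to 41729798, plus strand) fell from 168 ± 65.6 FPKM (SD, n = 3) to 12.1 ± 3.94 FPKM (SD, n = 3), and its log2 fold change was -3.79. AC243967.1 on the same strand covers 16.2% of the exon length of CEACAM5, and its relative CEACAM6 fell by 0.73. The relatives CASP1, RHOT1 and CEACAM6 were examined for shared reads after the values of the named genes were seen. Apart from UST, the adjusted p of the 5 genes with the largest rise and the 5 with the largest fall lay between 6.91e-09 for CEACAM5 and 0.000597 for SFTA1P.

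The 7 other gene lists were tested as sets with fry. The list of matrix metalloproteinases and their inhibitors, 12 genes tested, was the only one of all 10 lists with an adjusted p under 0.05, with a fry p of 0.00278 and an adjusted p of 0.0278 towards higher expression. That call was lost in 4 of the 6 leave-one-out fits, with an adjusted p of 0.215 without OE-MMP28 replicate 2, and was 0.0575 with the local-median offset. Over all 30 alternatives it ranged from 0.00751 to 0.674. In this list 6 genes were past the threshold adjusted over the list alone, and 6 over all genes tested. MMP1, MMP7, MMP10 and TIMP1 had log2 fold changes of 2.24, 1.61, 1.08 and 0.62, and MMP11 one of -1.55. MMP13 had at most 2 counts in each Vector library and was at least 8.10-fold higher in the OE-MMP28 group. The median log2 fold change of the list was 0.45, and also 0.45 with MMP13 at that bound. Of the 5 genes called higher, MMP1, MMP7, MMP10 and MMP13 lie together on chromosome 11, between 102520508 and 102955734. The genes tested past 65.9 Mb of that chromosome had a median of 0.46, so a shift of the region may contribute to this call.

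The proliferation list, 20 genes tested, had a fry p of 0.0251 and an adjusted p of 0.106, towards higher expression, and 17 of its genes were higher. The stress list, 11 genes, had 0.0317 and 0.106, and the hypoxia list, 14 genes, 0.0728 and 0.143, both towards lower expression. For the interferon list, 17 genes, the values were 0.0986 and 0.143, for the immediate-early list, 23 genes, 0.108 and 0.143, and for the other macrophage factors, 12 genes, 0.556 and 0.618. The adjusted p moved past 0.05 without 1 library in 4 of these lists: without Vector replicate 2 it was 0.0356 for proliferation, 0.0443 for immediate-early genes and 0.0412 for macrophage factors, and without Vector replicate 3 it was 0.0186 for interferon genes. camera with its preset correlation gave an adjusted p under 0.05 for 4 lists: proliferation (0.00450), hypoxia (0.0226), metalloproteinases (0.0388) and immediate-early genes (0.0388). Of these only the metalloproteinase call held under fry, and none held under camera with an estimated correlation, where the lowest adjusted p was 0.674 and the lowest unadjusted p 0.127.

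Genes past the threshold over all genes tested went both ways in the macrophage, immediate-early, interferon and hypoxia lists. In the proliferation list all 9 were higher, and in the stress list all 3 were lower. Of the macrophage factors, TGFB2, LIF and CCL20 were higher by 2.44, 1.20 and 1.01 on the log2 scale, and IL1B, IL1A and CXCL1 had log2 fold changes of -2.47, -2.03 and -1.26. That made 6 genes past the threshold over all genes tested and 7 adjusted over the list alone. The corresponding counts were 10 and 10 for the immediate-early list, 9 and 10 for proliferation, 7 and 8 for interferon, 7 and 8 for hypoxia, and 3 and 3 for stress.

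The median log2 fold change was also taken over the genes of each chromosome, a summary chosen after the data were seen. It was 0.56 over the 492 genes tested on chromosome 14, -0.47 over 610 genes on chromosome 10, -0.41 over 1021 genes on chromosome 2 and -0.34 over 542 genes on chromosome 8. On these 4 chromosomes the libraries of the groups did not overlap, and neither did they on chromosomes 1, 3, 6, 7, 9, 11, 12, 21 and X. The medians of the other 19 chromosomes lay between -0.069 and 0.26. With the local-median offset, 945 of the 1302 genes at the thresholds stated by the study were left, or 72.6%.

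**Figure D4:**
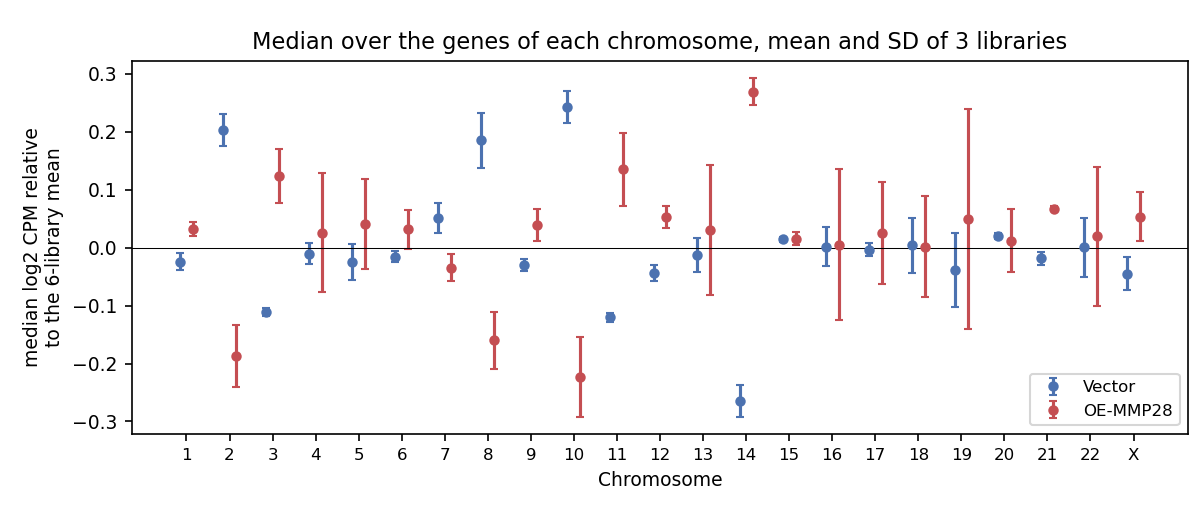
Median over the genes of each chromosome of log2 CPM (scaled counts), relative to the mean of the 6 libraries; points and whiskers are the mean and SD of 3 libraries per group. On chromosome 14 the OE-MMP28 libraries average 0.27 and the Vector libraries -0.26, and on chromosomes 2, 8 and 10 the order is the opposite.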

Values the study reported

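With a cut-off of |LogFC| > 1 and P < 0.05, the study counted 140 genes with higher and 168 genes with lower expression in AsPC-1 cells that overexpressed MMP28.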

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

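The settings added after the data were seen were the limma fit with neither trend nor filter, the GC and length offset alone and with the block, the counts without mitochondrial genes and the local-median offset. The other settings were set before the data were examined. Counts are given below as higher and lower genes, first at the thresholds stated by the study (528 and 774 with edgeR), then at an adjusted p under 0.05 (1795 and 1784), then at that adjusted p with an absolute log2 fold change over 1 (469 and 662). Counts not given were within 1.5 times these. For each change given here the cause was not tested, unless it is named.

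With no filter beyond genes at a count of 0 in all 6 libraries, 802 and 1240 genes were past the stated thresholds, since 30568 genes were tested in place of 15319. Limiting the test to 12824 genes with a mean of at least 1 FPKM gave 274 and 437 at those thresholds, and 240 and 380 at an adjusted p under 0.05 with the fold change. A fold change over 1.5 in place of the log2 limit gave 1527 and 1784, by its looser limit.

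limma on log2(FPKM + 1) moved all 3 pairs of counts: 165 and 192, 1009 and 965, 142 and 169. Without trend they were 164 and 192, 927 and 933, 141 and 166. With no filter on low values they were 156 and 178, 362 and 308, 100 and 99, and with neither trend nor filter 152 and 179, 696 and 707, 112 and 116. Over genes with a mean of at least 1 FPKM they were 149 and 170, 1066 and 995, 137 and 156. Upper-quartile scaling gave 147 and 217, 887 and 1150, 126 and 194, and quantile normalization 161 and 190, 916 and 988, 136 and 167. A pseudocount of 0.1 gave 1000 and 970, 264 and 375 for the last 2 pairs, and 0.01 gave 969 and 937, 271 and 393. On log2(TPM + 1) 367 genes were lower at the stated thresholds, 940 and 647 were past the adjusted p, and 300 and 266 past it with the fold change. There 52.2% of the calls at the stated thresholds were higher, against 40.5% with edgeR on counts. Of the 1302 calls at the stated thresholds, 277 were made with the same direction in limma on log2(FPKM + 1), 1203 in DESeq2 and 1229 in limma voom.

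MMP28 was higher in all 28 alternative fits, with a log2 fold change between 0.69 and 1.05. Its adjusted p ranged from 4.08e-05 to 0.0903 and was above 0.05 in limma on log2(FPKM + 1) with no filter (log2 fold change 0.84, adjusted p 0.0903) and with neither trend nor filter (0.84, 0.0889), where 30568 genes were tested. In these fits VEGFA was also no longer called, at -0.55 with an adjusted p of 0.0716 and at -0.55 with 0.0503. VEGFA further lost its call on log2(TPM + 1), at -0.54 with 0.0597. It was lower in all 28 fits, with an adjusted p from 0.000433 to 0.0716. ANXA2 was higher in all 28 fits, with an adjusted p from 0.00329 to 0.0880. It lost its call without the filter (0.53, adjusted p 0.0880), with neither trend nor filter (0.53, 0.0606), with upper-quartile scaling of FPKM (0.49, 0.0527) and with quantile normalization of FPKM (0.39, 0.0835). CXCL8 had no call in any fit and its direction reversed with quantile normalization of log2 CPM (0.044) and of log2(FPKM + 1) (0.020), and without single libraries as given further on. Its adjusted p ranged from 0.591 to 0.980.

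Among the lists, the values are adjusted p of fry unless stated. The call for metalloproteinases was lost with no filter on low counts (0.0554), with the local-median offset (0.0575) and with camera under an estimated correlation (0.674), and the adjusted p ranged from 0.00751 to 0.674 over 30 alternatives. The lists of adhesion and apoptosis markers and of stress both came under 0.05 with quantile normalization of log2(FPKM + 1) (0.0410 for each) and with the GC and length offset (0.0423 for each). The adhesion and apoptosis list reversed to higher with the local-median offset (0.0938), as did VIM (log2 fold change 0.31). The MAP kinase list reversed to lower with upper-quartile scaling (0.781), with quantile normalization of log2 CPM (0.792) and with upper-quartile scaling of FPKM (0.916), and the macrophage factors with camera under a preset (0.878) and an estimated correlation (0.924). camera with the preset correlation brought immediate-early genes (0.0388), proliferation (0.00450) and hypoxia (0.0226) under 0.05.

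The replicate numbers of the groups did not pair the samples, since the deviations of same-numbered libraries from their group means correlated across genes at 0.017, 0.0080 and -0.088. With the replicate number as a block the adjusted p of the metalloproteinase list was 0.208, and 0.0654 with the GC and length offset in addition, and the macrophage list reversed to lower (0.998). The block kept 1258 of the 1302 calls at the stated thresholds and left 1111 of the 1131 genes called with an adjusted p and the fold change under an adjusted p of 0.05 in the same direction. It changed no other call or direction of the named genes or lists.

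Across the 6 fits that each left out 1 library, 985 to 1916 genes were higher and 1044 to 1949 lower at an adjusted p under 0.05, with the lowest counts without OE-MMP28 replicate 2. The count of higher genes was also below the 1.5-times limit without Vector replicate 3, at 1136. CXCL8 ranged from -0.30 to 0.27, the latter without Vector replicate 2, and was 0.076 without OE-MMP28 replicate 3. The adjusted p ranged from 0.246 to 0.858 for MAP kinases (towards lower expression at 0.287 without OE-MMP28 replicate 1), 0.0412 to 0.807 for macrophage factors, 0.0443 to 0.335 for immediate-early genes and 0.0356 to 0.287 for proliferation (each lowest without Vector replicate 2), 0.0186 to 0.351 for interferon genes (lowest without Vector replicate 3) and 0.0186 to 0.215 for metalloproteinases. The metalloproteinase call was lost without Vector replicate 1 (0.0890) and without OE-MMP28 replicate 1 (0.130), 2 (0.215) or 3 (0.135).

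Mean correlations within and between groups were 0.982 and 0.971 with no filter on low values, 0.936 and 0.908 with a pseudocount of 0.1, 0.878 and 0.849 with 0.01, and 0.958 and 0.933 on log2(TPM + 1). The value within groups was the higher one in each of these.

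Of the 504 alternative values of the 18 other genes tested under the rule for named genes, 481 kept their direction and side of the threshold, 20 were weaker, 2 were stronger and 1 was reversed. The genes with changes were CDH1, MAPK8, BAX, VIM, SFTA1P and SLC44A4. The reversed one was VIM. DESeq2 gave an adjusted p for each of the named genes tested, and none for 2 of the 15319 genes tested. The depth limits the genes with few counts: differences of a few counts in IL2, IL5, CCL2, CDH2, BCL2 and MAPK10 were not detectable here. Larger rises from few counts were detectable, since MMP13 was called with Vector counts of 0, 2 and 0 and OE-MMP28 counts of 32, 19 and 30.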

Other observations

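The tests of position in the genome beyond those at the stated thresholds, of the pseudocount, of mitochondrial ribosomal RNA, of hypoxia genes and of the MMP28 amount, and the splits for chromosome medians and for the metalloproteinase list, were chosen only after the result was seen. The limit of 0.3 for a shifted chromosome and the 66% share of its genes were also set after such values were seen. The test that takes out local medians was first a simpler subtraction and was changed to a fit with an offset after its value was seen.

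The 6 libraries can be split into 3 and 3 in 10 ways. Of these 10 splits 1, the one of the labels, gave as many genes at an adjusted p under 0.05 (3579), and 1 gave as many at the stated thresholds (1302). The other 9 splits gave 45 to 179 genes at the stated thresholds and 0 at an adjusted p under 0.05, with 104 to 836 at an unadjusted p under 0.05, where the labels gave 5487. For the metalloproteinase list 1 split, that of the labels, had as small a fry p (0.00278), and the lowest of the others was 0.0677. With 10 splits the share cannot be under 0.1, so chance was not excluded by these counts alone. The other 9 splits each mix libraries of both groups, so the difference between the groups widens their spread. Their low counts follow in part from that and do not show what chance would give.

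A pattern outside the comparisons was a shift of whole chromosomes. On chromosome 14, 84.8% of the 492 genes tested were higher in the OE-MMP28 group, and on chromosomes 10, 2 and 8 86.9%, 83.5% and 80.4% were lower, with median log2 fold changes of 0.56, -0.47, -0.41 and -0.34. The lowest of these shares, 80.4%, was that of chromosome 8. Genes of low and of high expression had medians of the same direction on each of these 4 chromosomes, such as 0.48 and 0.59 on chromosome 14. Within the 19 other chromosomes 1 position each was chosen to part the genes best, and the 6 largest differences between the medians on its sides were as follows. The median went from -0.58 over 27 genes to 0.055 at 4.13 Mb of chromosome 6, from 0.26 to -0.34 at 46.6 Mb of chromosome 16 and from 0.052 to 0.55 at 124.7 Mb of chromosome 3. It went from 0.075 to 0.46 at 65.9 Mb of chromosome 11, from 0.36 over 23 genes to 0.032 at 21.6 Mb of chromosome 13 and from 0.0029 to 0.30 at 95.7 Mb of chromosome 12. These steps were not tested against chance. In 1000 random draws of as many genes as on chromosome 14, the largest absolute median was 0.088. Of the 10 splits, 1 (the labels) had as large a chromosome median, 0.563, and the largest of the others, which mix the groups, was 0.219. With the GC and length offset the smallest absolute median of the 4 was 0.348, which argues against GC content or gene length as the cause. A candidate explanation is a difference in chromosome copy number between the cell populations. No DNA was measured, and these tests were found and made on the same data. Regional regulation of transcription, an effect of MMP28 on the karyotype or on which cells grew, and differences between the cell populations that arose apart from MMP28 stay open. The replicates do not tell them apart if the 3 libraries of a group came from the same infected cells, which the labels do not state. The study describes puromycin selection of infected cells and triplicate samples per group, and does not state whether the infections were separate.

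The 4 chromosomes held 2665 genes tested, of which 14.3% were past the stated thresholds, against 7.24% of the 12616 on the other chromosomes. Taking out local medians left 72.6% of the calls at the stated thresholds and 59.9% of those at an adjusted p under 0.05, against 94.6% and 90.3% with shuffled positions. Copy number may thus contribute to the calls. These shares argue against a shift shared with neighbouring genes as the cause of most of them. They say nothing on effects of copy number on genes elsewhere, which this step would leave in place. For MAPK8 the log2 fold change was -0.17 and for CDH1 -0.24 after the local median was taken out, neither with an adjusted p under 0.05, so copy number stays a candidate explanation for these 2 genes. A local median also takes out regulation that neighbours share, and a window of 10 Mb misses smaller copy number changes. An effect of MMP28 on these genes was not excluded.

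Other technical explanations were tested on the 1302 calls at the stated thresholds. An offset for GC content and gene length kept 94.2% of the same calls, counts without mitochondrial genes kept 96.7% and counts thinned to the smallest library total kept 91.3%. These values argue against each of the 3 as the cause of most calls. Batches of sequencing or library preparation were not stated in the labels and could not be tested.

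limma on log2(FPKM + 1) made fewer calls than edgeR on counts. Of the 1302 calls 277 were kept, 631 were lost and 394 were not tested there. The lost calls had a median of 1.32 FPKM, the kept ones 5.87 FPKM, all 631 lost calls had the same direction in both fits, and 480 of them were regained with a pseudocount of 0.1. This is consistent with the pseudocount compressing the changes of genes with low values. No biological explanation applies, since the libraries were the same.

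The mitochondrial ribosomal RNA genes MT-RNR2 and MT-RNR1 fell by 1.30 and 0.85 on the log2 scale. The fall was not confined to them: the 17 mitochondrial transfer RNA genes tested had a median of -0.70, and MT-TD, MT-TW, MT-TL1, MT-TS1, MT-TV, MT-TT, MT-TP and MT-TY among them were lower with an adjusted p under 0.05. Of these MT-TD fell by 2.00, the most, and MT-TY fell by 0.70, the least. The other transfer RNA genes were not under that adjusted p. MT-TE, MT-TN, MT-TH, MT-TC and MT-TR had log2 fold changes of -0.77, -0.52, -0.50, -0.38 and -0.10. MT-TL2, MT-TM, MT-TI and MT-TG did not fall, with 0.39, 0.24, 0.12 and 0.037. Of the protein-coding genes MT-ND1 and MT-ND2 fell by 0.83 and 0.55 and were also under an adjusted p of 0.05. The median over all 13 mitochondrial protein-coding genes was -0.13, which argues against an equal fall of all mitochondrial transcripts. A fall shared by ribosomal RNA and part of the transfer RNA genes stays open. The log2 ratio of ribosomal to protein-coding mitochondrial counts was -2.10 ± 0.039 (SD, n = 3) in the Vector group and -3.19 ± 0.063 (SD, n = 3) in the OE-MMP28 group. A difference in RNA selection at library preparation and a biological difference between the groups both stay open and were not tested.

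The 14 hypoxia genes other than VEGFA had a median log2 fold change of -0.62, and 0 of 10000 lists matched on expression had one as low. With local medians out it was -0.57, and 1 of 10000 lists was as low. The test was extended to local medians after its first result. Matched lists ignore that hypoxia genes are regulated together: fry, which does not, gave an adjusted p of 0.143, and 0.210 with local medians out. Of the 14 genes 7 lay on the 4 shifted chromosomes, and CA12 rose by 1.01. A different oxygen supply or culture density of the groups may have contributed to the lower VEGFA. An effect of MMP28 stays open as well.

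Libraries were also placed along the difference between the groups by a score over 1131 genes. Of the 36 reorderings of MMP28 within the groups, 35 gave as positive a relation of MMP28 to that score as the one observed. No positive relation was seen, and 3 libraries per group were too few to exclude one. The test was first computed as a correlation and then given as this count.

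IL2 and CCL2 had 0 counts in all 6 libraries, IL5 had at most 5, no difference was detected in CXCL8, and VEGFA was lower. In the study, qRT-PCR found these cytokines higher with MMP28 overexpression. It also measured secreted protein, which RNA counts do not. An immunoassay (ELISA) there found more secreted IL-8 and VEGFA with overexpression, and an antibody array found the cytokines reduced after knockdown. ANXA2 was higher here, and the study also reported higher ANXA2 expression with MMP28 overexpression. MMP28 itself was 1.85 times as high in the OE-MMP28 group, and 694 genes had a larger rise. The study assessed the overexpression of MMP28 by qRT-PCR and Western blotting.

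The number of genes with higher expression at the stated thresholds was 528 here. That is higher than the value quoted from the study above. The number of genes with lower expression was 774 here. That is also higher than the value quoted from the study above. With limma on log2(FPKM + 1) the counts were 165 and 192, and over genes with a mean of at least 1 FPKM 149 and 170, which lie nearer to the quoted values. At an adjusted p under 0.05 with the same fold change, limma on log2(FPKM + 1) gave 142 and 169, and 141 and 166 without trend, which lie nearer still. At an unadjusted p under 0.05 with that fold change, the authors' deposited table held 564 and 860 genes. At an adjusted p under 0.05 with that fold change, it held 418 and 581. Reading the stated p as unadjusted is a choice made here. Which scale, pseudocount, filter and adjustment of p lay behind the quoted values was not stated, so their part in the difference stays open, and nearness of a count does not say that the same genes were counted.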
